A study of Mus musculus with 12 samples. Its data were reported in "Developmental single-cell transcriptomics of hypothalamic POMC neurons reveal the genetic trajectories of multiple neuropeptidergic phenotypes" (2022).

How the data were processed

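Arcuate nuclei were cut from coronal brain slices of Pomc-CreERT2; Rosa26-eGFPL10a mice, the lysate was passed over beads carrying antibody to GFP, and RNA of the bound fraction (pull-down) and of the remaining lysate (supernatant) was depleted of ribosomal RNA and made into libraries with the SMARTer stranded total RNA kit. The labels name the molecule as polyA RNA and elsewhere as depleted of ribosomal RNA. The study's methods describe only the depletion with a total RNA kit, so the polyA entry stands against them and is not explained. Were it right, it would bear on the values of histone genes, Bc1, Rmrp and Rpph1. Reads were single-end. Per the labels and the study's methods, the authors checked reads with FastQC, aligned them to mm10 with TopHat2 2.0.13 and Bowtie2 2.2.1, and counted reads per gene with HTSeq. The strand setting of the counting and whether mice were pooled are not given in the sources used here.

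The deposited values are raw read counts per gene, with no normalization by the authors, for 19878 genes in 12 libraries. Each of 12 deposited files with the counts of 1 sample held the same values as its column of the whole table, which was used throughout. No count was seen in any library for 635 genes. Genes were named as in the table, 99.1% of symbols matched a RefSeq gene table, and 10 list members were found under an older symbol. Exonic length and GC content come from the GENCODE annotation of the mm10 assembly, and an exonic length was found for 98.3% of genes. Positions come from the RefSeq gene table. Because the strand setting is not known, reads of overlapping or antisense genes cannot be told apart, and counts of histone genes and of the cDNA clone A130040M12Rik may include reads of near-identical copies. Endogenous Rpl10a, the cytosolic ribosomal protein genes and mitochondrially encoded genes were not analysed here.

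Groups (age and fraction) and replicate numbers come from the labels. The study treated pull-down and supernatant as paired samples, and libraries of 1 number within an age were taken as a pair here, which the sources used here do not spell out. The number therefore entered the tests at P12 and P60 as a block, in the place of the paired samples of the study's model. It was also a block in the test of their difference, which the study's methods do not describe. The deviations of same-numbered libraries from their group means correlated by 0.0128 to 0.0394 at P12 and by 0.00404 to 0.0375 at P60, all under 0.1, so the pairing rests on the study's model and not on these correlations. Ages are different mice and were compared without a block. No pair of libraries within a group was a duplicate (chi-square per degree of freedom 9.86 to 92.2), and pairs between groups were not checked for this.

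Each comparison used edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p with a threshold of 0.05). The tests of P12 and of P60 each used the 6 libraries of that age. The difference of enrichment was tested over all 12 libraries as the P60 contrast less the P12 contrast, and each comparison of ages used the 6 libraries of 1 fraction. Log2 fold changes are given ± SE, and CPM values are raw counts scaled by the library total alone, given ± SD over 3 replicates. The overlap of calls was tested with Fisher's exact test, and the ages share no libraries.

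Before the data were examined, 30 gene lists were fixed: cluster 1 transcription factors of the study's single-cell data, metabolic receptors and ion channels, secretory granule, AGRP/NPY and KNDY neurons, embryonic POMC cluster features, dopaminergic, other neuropeptides, GABA and glutamate, pan-neuronal, synapse, cytoskeleton, astrocyte, myelin, oligodendrocyte precursor, microglia, vascular, tanycyte and ependymal, pituitary, blood, nuclear long non-coding RNA, mitochondrially encoded, cytosolic ribosomal protein, oxidative phosphorylation, histone, endoplasmic reticulum folding, sterol synthesis, immaturity and cell cycle, mature excitability, and immediate early. Lists with at least 5 tested members were tested with camera of limma 3.58.1 (preset inter-gene correlation 0.01, adjusted over the lists of a comparison). They were tested again with the correlation estimated per list, and with fry. Camera sets a list against the other tested genes. A list it called higher or lower is so relative to those genes, which need not mean a rise or fall of its members. At P12 the median log2 fold change of the tested genes was -0.27. The form with an estimated correlation gave larger p-values even where the estimate lay below the preset 0.01. For the P12 cytoskeleton list the estimate was -0.038, and the camera p went from 3.27e-45 to 0.00407. A call lost in that form therefore does not show that correlation between genes produced the call. No list was chosen on values seen here. The synapse and cytoskeleton lists share themes that the paper had reported for genes enriched at both ages in this same pull-down experiment. Their calls are therefore not independent of that report.

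Genes to name were also set by a rule before the data were examined: Pomc, GFP and Rpl10a; in each direction the 10 called genes with the largest change, the same direction in every pair (or non-overlapping ages) and a mean of at least 10 CPM, without predicted genes, cDNA clones and small RNAs; up to 4 members of each list; the cluster 1 factors and 8 neuropeptide genes; and the 2 most abundant called genes left out by their names. The rule picked 123 to 133 genes per comparison, of which 24 to 44 are printed, a subset chosen after their values were seen, though not by whether a call survived the alternatives.

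The tests were checked on simulated counts with 200 changed genes per comparison, taken only from genes above a minimum mean count. True changes of 2-fold and 4-fold were recovered in 24% and 63% of cases at P12, 45% and 85% at P60, 19% and 46% for the difference of enrichment, 14% and 55% between pull-downs, and 96% and 100% between supernatants. Of the calls, 6.45%, 1.52%, 8.45%, 2.82% and 7.98% were false in the same order. Changes in the pull-downs were thus often missed in the simulation. Its shares need not carry over to the data, where low-count genes were tested too. There, more than 200 genes were called at P12, at P60 and between pull-downs, which makes the adjusted threshold less strict.

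Alternatives were the fits without the block (or with it, between ages), size factors by RLE, scaling by library size alone, no filter on low counts, DESeq2 1.42.0, the most abundant genes left out, 1 fit over all 12 libraries, unadjusted p, a 2-fold minimum, and leaving out each replicate. Chosen after seeing the data were corrections for transcript length and for GC content, made as offsets per library from a loess curve (span 0.4). A first form of these offsets also shifted the scaling between libraries. Its counts had been seen before it was replaced by centred curves that keep the TMM scaling, so 2 forms were run and the values printed are from the second. Python 3.11.15 with scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 made the tables and figures.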

Results

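Ribosome-bound RNA was captured from the arcuate nucleus of Pomc-CreERT2; Rosa26-eGFPL10a mice, in which tamoxifen switches on a GFP-tagged ribosomal protein in cells that express Cre from the Pomc gene. Beads carrying antibody to GFP gave the pull-down, and the RNA they left behind gave the supernatant. The 12 libraries fall into 4 groups of 3 replicates: pull-down and supernatant at postnatal day 12 (P12) and at postnatal day 60 (P60). Total counts were 6305778 to 19814679 in the P12 pull-downs, 23785154 to 35249290 in the P12 supernatants, 10791980 to 18774445 in the P60 pull-downs and 16143825 to 22422476 in the P60 supernatants. The lowest total belongs to P12 pull-down 1.

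Pomc, the prohormone gene that drives the Cre line, and GFP, the tag, were examined first in every library. At P60, Pomc reached 3372 ± 1023 CPM (SD, n = 3) in the pull-down against 34.9 ± 22.3 CPM (SD, n = 3) in the supernatant. At P12 the values were 37.8 ± 38.5 CPM (SD, n = 3) in the pull-down and 8.32 ± 0.904 CPM (SD, n = 3) in the supernatant, and single P12 pull-downs ranged from 9.83 to 81.7 CPM. GFP stood at 198 ± 53.2 CPM (SD, n = 3) in the P60 pull-down and 23.8 ± 4.87 CPM (SD, n = 3) in its supernatant. In the P12 libraries GFP stood at 57.4 ± 18.9 CPM (SD, n = 3) and 32.2 ± 6.15 CPM (SD, n = 3). Prdm12, a transcription factor of the Pomc-high cluster in the study's single-cell data, averaged 82.0 CPM in the P60 pull-down and 1.40 CPM in the P12 pull-down, below the 7.13 CPM of the P12 supernatant. Pomc lies on chromosome 12 from 3954945 to 3960643, Prdm12 on chromosome 2 from 31635026 to 31655795 and Cartpt on chromosome 13 from 99898483 to 99910179 (mm10 coordinates, whole gene).

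**Figure D1:**
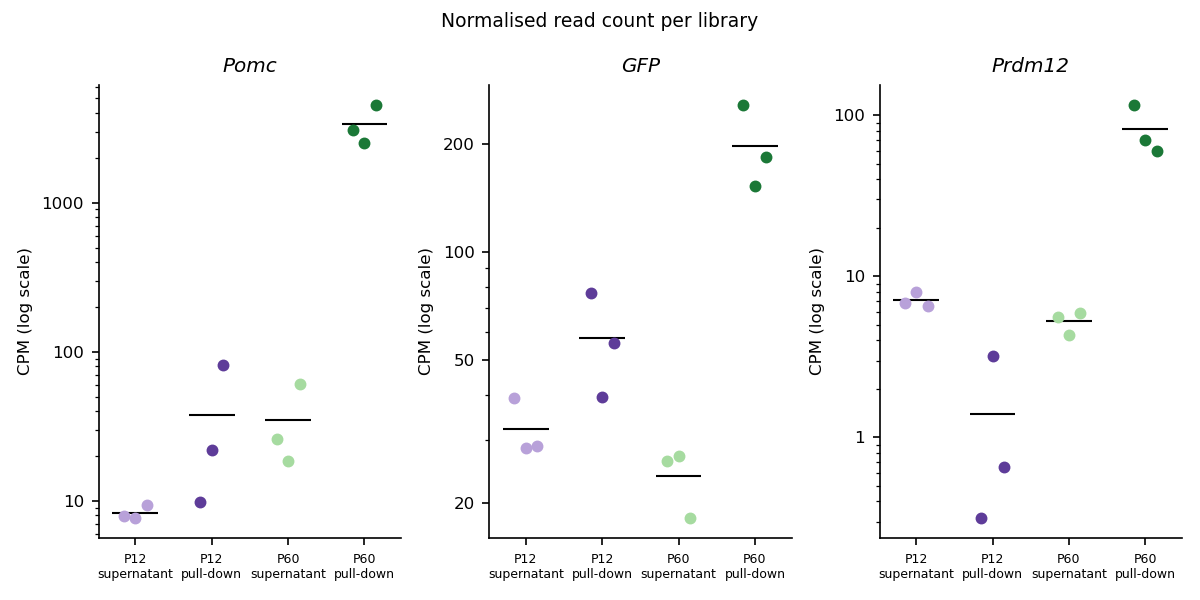
CPM (log axis) of Pomc, GFP and Prdm12 in each of the 12 libraries, with 1 point per library and a line at the group mean. Pomc lies between 2530 and 4510 CPM in the P60 pull-downs and between 9.83 and 81.7 CPM in the P12 pull-downs.

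The first comparison asks which transcripts the tagged ribosomes held above the surrounding tissue at P12. Pomc was higher in the pull-down by 2.01 ± 0.53 (log2, SE; adjusted p = 0.0248) and GFP by 1.15 ± 0.28 (adjusted p = 0.0166), each in 3 of 3 pairs. Some other genes showed larger differences. Arid1b, a subunit of a chromatin remodelling complex, rose by 5.44 ± 0.17 (adjusted p = 5.64e-12), from 142 ± 17.6 to 4879 ± 854 CPM (SD, n = 3). Syne1, which links the nucleus to the cytoskeleton, rose by 4.14 ± 0.16, Tnrc18 by 4.27 ± 0.19, Yeats2 by 4.83 ± 0.19, Bcor, a transcriptional corepressor, by 3.62 ± 0.27, and Plec, a cytoskeletal linker, by 3.76 ± 0.13. Avpr1b, a vasopressin receptor, rose by 4.81 ± 0.42 from a supernatant level of 2.28 ± 0.182 CPM (SD, n = 3). Among genes set aside for their names, the cDNA clone A130040M12Rik had a log2 fold change of 5.89 ± 0.29.

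Several RNAs that are not translated were lower in the P12 pull-down. Bc1, a short neuronal RNA, stood at -3.80 ± 0.25 on the log2 scale, Rmrp at -3.03 ± 0.17 and Rpph1, the RNA of RNase P, at -2.96 ± 0.21. The protein-coding Plau, a secreted protease, stood at -4.20 ± 0.73. Malat1 stood at -1.53 ± 0.14 and Meg3 at -1.20 ± 0.12. Of 11 nuclear long non-coding RNAs, 3 fell, and 4 fell when p-values were adjusted over the list alone. The list was called lower at adjusted p = 0.0101, and had adjusted p = 0.818 with an estimated correlation.

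The cytoskeleton, synapse and pan-neuronal lists were called higher at P12. Of 23 genes of the cytoskeleton and axonal transport, 18 rose and 0 fell, and 21 rose when adjusted over the list alone. Spna2, an alpha spectrin, rose by 3.76 ± 0.13, Spnb2, a beta spectrin, by 3.60 ± 0.13, Ank2, an ankyrin, by 3.61 ± 0.14, and Dync1h1, the dynein heavy chain, by 2.86 ± 0.19. The list was called higher at adjusted p = 8.5e-44, with adjusted p = 0.106 with an estimated correlation. Of 28 synapse genes 9 rose and 1 fell, or 10 and 4 when adjusted over the list alone, with Unc13a, a vesicle priming factor, up by 2.35 ± 0.14 and Erc2 up by 1.32 ± 0.13. The synapse list was called higher at adjusted p = 0.000228, and had adjusted p = 0.512 with an estimated correlation. Of 17 pan-neuronal genes 6 rose and 2 fell, both over all genes and when adjusted over the list alone, among them the neurofilaments Nefm (1.94 ± 0.14) and Nefl (1.48 ± 0.12). The pan-neuronal list was called higher at adjusted p = 0.00625 with a mean of 0.28 and a median of -0.12, and had adjusted p = 0.818 with an estimated correlation.

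The oxidative phosphorylation and histone lists were called lower at P12. Of 75 nuclear-encoded genes of oxidative phosphorylation 12 fell and 4 rose, or 25 and 4 when adjusted over the list alone, with Uqcrb, of complex III, at -1.15 ± 0.22 and Ndufs1, of complex I, at 1.26 ± 0.16. This list was called lower at adjusted p = 0.000228, with adjusted p = 0.818 with an estimated correlation, and it was called higher at adjusted p = 0.000479 once transcript length was corrected for. The Uqcrb call was lost with that correction (-0.14, adjusted p = 0.775). Of 51 histone genes 5 fell and 0 rose, or 11 and 0 when adjusted over the list alone (list adjusted p = 1.12e-05, adjusted p = 0.512 with an estimated correlation). Hist1h1c, a linker histone, stood at -1.26 ± 0.32, and lost its call without P12 replicate 2 (-1.05, adjusted p = 0.288) and with the length correction (-0.82, adjusted p = 0.149). Among 21 other hypothalamic neuropeptides 0 genes passed the test, both over all genes and when adjusted over the list alone, and the list was called lower at adjusted p = 0.0339, with adjusted p = 0.675 with an estimated correlation.

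Markers of POMC neurons other than Pomc were mostly not called at P12. None of the 11 cluster 1 transcription factors passed the edgeR test, with 0 also when adjusted over the list alone, and Tbx3 stood at 0.51 ± 0.51 (adjusted p = 0.662) and Prdm12 at -2.60 ± 1.41 (adjusted p = 0.355). Prdm12 was called lower in a fit over all 12 libraries (-2.29, adjusted p = 0.00266). Cartpt, the peptide gene of many POMC neurons, stood at -0.23 ± 0.51 (adjusted p = 0.85), and its sign turned without P12 replicate 3 (0.14) and with the length correction (0.33). Of 25 metabolic receptors and ion channels 2 rose and 0 fell, also when adjusted over the list alone: Irs2, an adaptor of the insulin receptor, by 1.28 ± 0.17 and Stat3, which carries the leptin signal, by 0.83 ± 0.22. Some genes of other cells were higher too, among them Gfap of astrocytes by 1.48 ± 0.16, Vim of tanycytes by 1.58 ± 0.22 and Cspg4 of oligodendrocyte precursors by 2.24 ± 0.36, while Mobp of myelin stood at -0.67 ± 0.18. The lists of these cells were not called at P12. Of 14 astrocyte genes 3 rose and 0 fell, or 4 and 0 when adjusted over the list alone (list adjusted p = 0.274). Of 10 tanycyte and ependymal genes 1 rose, or 2 when adjusted over the list alone (list adjusted p = 0.668), of 7 precursor genes 1 rose, also when adjusted over the list alone (list adjusted p = 0.668). Of 16 myelin genes 2 fell, or 2 rose and 2 fell when adjusted over the list alone (list adjusted p = 0.668). Gad1, the GABA-synthesising enzyme, rose by 0.86 ± 0.14, Hmgcs1 of sterol synthesis by 0.80 ± 0.14 and the chaperone Hspa5 by 0.71 ± 0.18.

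In total, 933 genes were higher and 289 lower in the P12 pull-down among 14852 tested, and 534 were higher and 1390 lower when libraries were scaled by their size alone, which moved the median log2 fold change by -0.35. The calls of Pomc (1.26, adjusted p = 0.606) and GFP (1.07, adjusted p = 0.0732) were lost without P12 replicate 3, as were those of Mobp (-0.57, adjusted p = 0.183), Hspa5 (0.68, adjusted p = 0.0766) and Stat3 (0.77, adjusted p = 0.119), and Stat3 also lost its call without P12 replicate 1 (0.79, adjusted p = 0.0517), without P12 replicate 2 (0.94, adjusted p = 0.0638) and with the length correction (0.41, adjusted p = 0.362). Scaling by library size alone ended the calls of Pomc (1.66, adjusted p = 0.0577), GFP (0.80, adjusted p = 0.0834), Stat3 (0.48, adjusted p = 0.191) and Hspa5 (0.36, adjusted p = 0.214), and the fit without the replicate block ended that of Pomc (2.56, adjusted p = 0.0702). The length correction ended the list calls of synapse (adjusted p = 0.605), histone (adjusted p = 0.0959) and other neuropeptide genes (adjusted p = 0.915). Scaling by library size alone ended those of synapse (adjusted p = 0.245), pan-neuronal (adjusted p = 0.546) and other neuropeptide genes (adjusted p = 0.19). Without P12 replicate 1 and without P12 replicate 3 the pan-neuronal list (adjusted p = 0.0674 and 0.0675) and the nuclear long non-coding RNAs (adjusted p = 0.173 and 0.0842) were not called. The other neuropeptides were not called without P12 replicate 2 (adjusted p = 0.0631) or without the block (adjusted p = 0.0964). Fry did not call the nuclear RNA (adjusted p = 0.14), oxidative phosphorylation (adjusted p = 0.159), other neuropeptide (adjusted p = 0.0756) and pan-neuronal (adjusted p = 0.148) lists. It called the sterol synthesis (adjusted p = 0.00999) and secretory granule (adjusted p = 0.0254) lists higher, which camera did not.

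The second comparison puts the same question at P60. Pomc was higher in the pull-down by 6.96 ± 0.19 (adjusted p = 9.42e-27), a 124-fold difference, and GFP by 3.26 ± 0.18 (adjusted p = 3.04e-17). Cartpt rose by 4.58 ± 0.16, from 48.3 ± 10.8 to 977 ± 86.0 CPM (SD, n = 3). Of 11 cluster 1 transcription factors 5 rose and 0 fell, or 7 and 0 when adjusted over the list alone. Prdm12 rose by 4.14 ± 0.24, Sox3 by 3.51 ± 0.32, Tbx3, a regulator of POMC neuron identity, by 2.92 ± 0.18, Six6 by 1.96 ± 0.29 and Six3 by 1.64 ± 0.18, while Isl1 (0.47 ± 0.26, adjusted p = 0.273) and Nkx2-1 (0.39 ± 0.20, adjusted p = 0.243), which help switch on Pomc in the embryo, did not pass the test. The list was called higher at adjusted p = 2.25e-16, with adjusted p = 0.311 with an estimated correlation.

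Some genes of hormone processing and of metabolic sensing were higher at P60. Of 15 secretory granule genes 7 rose and 0 fell, also when adjusted over the list alone, with Vgf, a granule peptide precursor, at 1.81 ± 0.15, Ptprn at 1.14 ± 0.14 and Pcsk1, the convertase that cleaves the POMC precursor, at 0.93 ± 0.26. That list was called higher at adjusted p = 2.47e-05, with adjusted p = 0.311 with an estimated correlation. Of 25 metabolic receptors and ion channels 7 rose and 0 fell, or 8 and 3 when adjusted over the list alone, among them the neuropeptide Y receptors Npy1r (2.30 ± 0.27) and Npy2r (2.01 ± 0.29), Prokr1 (3.35 ± 0.69) and Socs3, an inhibitor of leptin signalling (2.30 ± 0.47). The receptor list was called higher at adjusted p = 0.00556, with adjusted p = 0.311 with an estimated correlation. Asb4 rose by 3.20 ± 0.17 and Atg7, an autophagy gene, by 3.75 ± 0.17. Gal, the galanin gene, rose by 2.59 ± 0.19, Pdyn, the dynorphin gene, by 2.24 ± 0.36, Cd24a by 2.53 ± 0.22, Gad1 by 1.28 ± 0.15 and Th, the dopamine-synthesising enzyme, by 0.52 ± 0.16.

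Some genes of myelin, astrocytes and other hypothalamic neurons were lower at P60. Of 16 oligodendrocyte and myelin genes 10 fell and 0 rose, or 12 and 0 when adjusted over the list alone, with Mal at -1.27 ± 0.16. Of 14 astrocyte genes 5 fell and 0 rose, or 7 and 1 when adjusted over the list alone, with Fgfr3 at -1.22 ± 0.29 and Gja1, a gap junction gene, at -1.05 ± 0.28. The lists were called lower at adjusted p = 2.53e-09 for myelin and 0.0101 for astrocytes, each with adjusted p = 0.311 with an estimated correlation. Otp, a factor of AGRP neurons, stood at -1.33 ± 0.32, Sst, the somatostatin gene, at -0.62 ± 0.18, and Pmch, the melanin-concentrating hormone gene, at -0.76 ± 0.20. Of 20 embryonic POMC cluster features 1 fell and 0 rose, with 0 when adjusted over the list alone (list lower at adjusted p = 0.0174, adjusted p = 0.311 with an estimated correlation).

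The lists of cytoskeleton genes and nuclear long non-coding RNAs moved the same way at P60 as at P12, and the synapse and pan-neuronal lists were not called at P60. Arid1b rose by 3.20 ± 0.15, Syne1 by 3.17 ± 0.16, Yeats2 by 3.01 ± 0.17, Spna2 by 2.98 ± 0.15, Dync1h1 by 2.99 ± 0.20, Unc13a by 1.53 ± 0.17 and the clone A130040M12Rik by 5.48 ± 0.18, while the synaptic Cplx2 stood at -0.82 ± 0.14. Of 23 cytoskeleton genes 15 rose and 1 fell, also when adjusted over the list alone (list higher at adjusted p = 1.74e-24, adjusted p = 0.311 with an estimated correlation). Of 28 synapse genes 4 rose and 2 fell, or 5 and 4 when adjusted over the list alone (list adjusted p = 0.483, adjusted p = 0.624 with an estimated correlation), and of 17 pan-neuronal genes 5 rose and 3 fell, or 7 and 5 when adjusted over the list alone (list adjusted p = 0.138, adjusted p = 0.418 with an estimated correlation). Bc1 stood at -3.97 ± 0.21, Rpph1 at -3.79 ± 0.19, Rmrp at -3.54 ± 0.16, Plau at -3.81 ± 0.38, Malat1 at -2.29 ± 0.14 and Meg3 at -2.20 ± 0.15. Of 11 nuclear long non-coding RNAs 6 fell, also when adjusted over the list alone (list lower at adjusted p = 1.47e-13, adjusted p = 0.311 with an estimated correlation). Of 45 histone genes 6 fell and 0 rose, also when adjusted over the list alone (list lower at adjusted p = 2.1e-05, adjusted p = 0.373 with an estimated correlation).

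In total, 1027 genes were higher and 655 lower in the P60 pull-down among 14444 tested. These became 614 and 1790 when libraries were scaled by size alone, which moved the median log2 fold change by -0.22, 672 and 396 without P60 replicate 2, and 563 and 275 without P60 replicate 3. Without P60 replicate 3 the calls of Otp (-1.0, adjusted p = 0.109), Sst (-0.58, adjusted p = 0.182), Pmch (-0.59, adjusted p = 0.243), Gja1 (-0.90, adjusted p = 0.139), Prokr1 (3.26, adjusted p = 0.0612), Pcsk1 (0.82, adjusted p = 0.174) and Th (0.59, adjusted p = 0.118) were lost, and without P60 replicate 2 those of Pcsk1 (0.79, adjusted p = 0.136) and Th (0.43, adjusted p = 0.229). Without the replicate block Th (0.55, adjusted p = 0.2) and Pmch (-0.77, adjusted p = 0.0814) were not called. The fit over all 12 libraries did not call Prokr1 (3.34, adjusted p = 0.169), Socs3 (2.28, adjusted p = 0.229), Pcsk1 (0.91, adjusted p = 0.309), Pdyn (2.22, adjusted p = 0.0502), Th (0.50, adjusted p = 0.25), Sst (-0.64, adjusted p = 0.107), Pmch (-0.78, adjusted p = 0.0899), Mal (-1.29, adjusted p = 0.0781) or Fgfr3 (-1.24, adjusted p = 0.0638). Scaling by library size alone ended the calls of Pcsk1 (0.70, adjusted p = 0.068) and Th (0.30, adjusted p = 0.241) and of the embryonic POMC cluster list (adjusted p = 0.0589), and the length correction that of Sst (-0.49, adjusted p = 0.0591). Fry did not call the cytoskeleton (adjusted p = 0.0758), embryonic POMC cluster (adjusted p = 0.0697), histone (adjusted p = 0.083) and nuclear RNA (adjusted p = 0.0768) lists. It called the dopaminergic (adjusted p = 0.0458) and immaturity and cell cycle (adjusted p = 0.0407) lists higher, which camera did not.

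The study set the enriched genes of both ages side by side. Arid1b, Syne1, Spna2 and Dync1h1 were among 600 genes higher in the pull-down at P12 and at P60, while Cartpt, Prdm12, Gal, Sox3 and Tbx3 were among 427 called at P60 alone, and 333 were called at P12 alone, among them Gfap. Independent lists of 933 and 1027 genes would share 67.5 of the 14198 genes tested at both ages (odds ratio 54.2, Fisher's exact test, with a base-10 logarithm of the one-sided p of -518.7), and 89 genes were lower at both ages where independent lists would share 13.3 (odds ratio 10.5, p = 1.44e-49). These tests treat genes as independent and equally likely to be called. Of the longest of 10 bins of genes 22.4% were called higher at P12 and 18.6% at P60, against 0.068% and 3.5% of the shortest. Lists sharing only this trend would overlap by more than 67.5, so the p-value for the higher genes overstates the agreement. The 600 shared genes became 386 without P60 replicate 3 and 355 with scaling by library size alone. With the length correction 461 were shared where independent lists would share 50.9 (odds ratio 47.8). This argues against the trend of fold change with length as the whole cause of the overlap. The 333 and 427 genes of P12 alone and P60 alone became 547 and 177 without P60 replicate 3, 520 and 258 without P60 replicate 2, 629 and 99 in the fit over all 12 libraries, 194 and 642 with the length correction, and 179 and 259 with scaling by library size alone. Which age had more such calls thus turned with the setting. The 89 genes lower at both ages became 39 without P60 replicate 3, 57 without P60 replicate 2, 352 with the length correction and 592 with scaling by library size alone. Of the 333 genes called at P12 alone, 34 were more enriched at P12 by the test of the difference itself, and of the 427 called at P60 alone, 43 were more enriched at P60. Of the 600 shared genes, 59 were more enriched at P12 and 4 at P60.

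**Figure D2:**
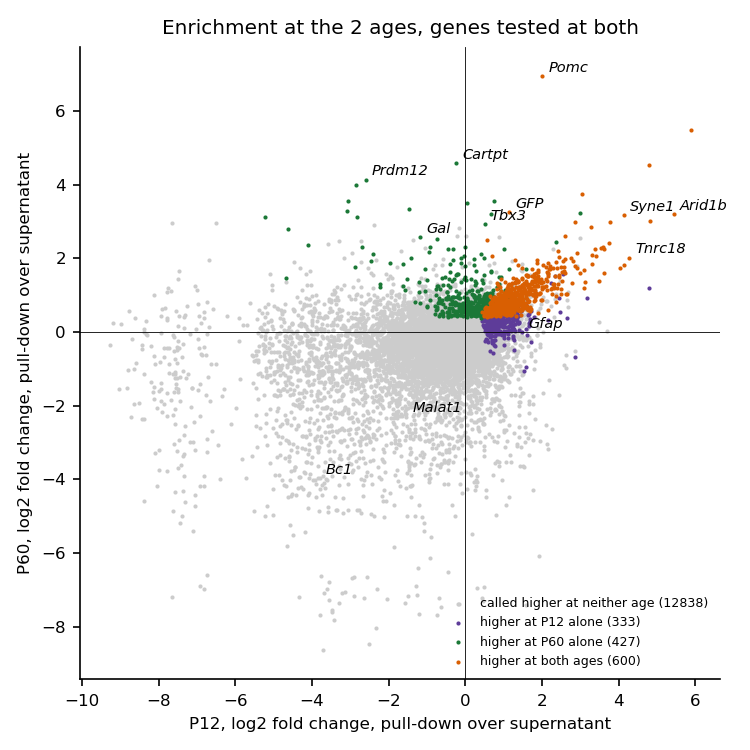
Log2 fold change of pull-down over supernatant at P12 (horizontal) and P60 (vertical) for the 14198 genes tested at both ages, with 1 point per gene coloured by its calls. Arid1b and Syne1 lie high on both axes, and Pomc, Prdm12 and Cartpt lie higher at P60 than at P12.

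The third comparison tests whether enrichment itself differed between ages. Some transcripts of POMC neurons were more enriched at P60. Pomc differed by 4.80 ± 0.41 (log2, SE; adjusted p = 4.85e-07), Prdm12 by 6.40 ± 0.67, Cartpt by 4.75 ± 0.32 and the tag GFP by 2.08 ± 0.29 (adjusted p = 0.000295). Of 11 cluster 1 transcription factors 4 were more enriched at P60 and 0 at P12, or 5 and 0 when adjusted over the list alone, with Sox3 at 3.42 ± 0.69, Tbx3 at 2.36 ± 0.40 and Six3 at 1.99 ± 0.38 (list adjusted p = 2.21e-07, adjusted p = 0.239 with an estimated correlation). Gal differed by 3.69 ± 0.43, Rnf128 by 3.79 ± 0.67, Pcbd1 by 3.44 ± 0.58, the receptor gene Npy1r by 3.19 ± 0.63, Cd24a by 3.18 ± 0.51, and the granule genes Vgf and Ptprn by 1.56 ± 0.23 and 0.93 ± 0.20. The secretory list (2 of 15 members more enriched at P60, also when adjusted over the list alone) had adjusted p = 0.0261 and the receptor list (1 of 25, or 3 when adjusted over the list alone) had adjusted p = 0.0283, each with adjusted p = 0.239 with an estimated correlation.

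Some cytoskeletal, synaptic and glial genes, and several others, were more enriched at P12. Tnrc18 differed by -2.28 ± 0.25, Arid1b by -2.28 ± 0.21, Bcor by -2.06 ± 0.32 and the neuronal RNA Cdr1 by -2.63 ± 0.28. In the cytoskeleton list 4 of 23 members, Ank2 (-1.39 ± 0.22) and Spnb2 (-1.32 ± 0.23) among them, were more enriched at P12, or 8 when adjusted over the list alone (list adjusted p = 2.45e-08, adjusted p = 0.239 with an estimated correlation). In the synapse list 3 of 28, such as Rims1 (-1.21 ± 0.20), were, or 5 when adjusted over the list alone (list adjusted p = 0.000193, adjusted p = 0.149 with an estimated correlation). Gfap of astrocytes differed by -1.51 ± 0.21, in a list with 1 of 14 members called, or 3 when adjusted over the list alone (list adjusted p = 1.65e-05, adjusted p = 0.149 with an estimated correlation). Mbp of myelin differed by -1.33 ± 0.19, with 1 of 16 called, or 2 when adjusted over the list alone (list adjusted p = 0.00102, adjusted p = 0.149 with an estimated correlation). Meg3 differed by -1.04 ± 0.23, with 1 of 11 nuclear RNAs called, or 5 when adjusted over the list alone (list adjusted p = 0.00124, adjusted p = 0.288 with an estimated correlation). The pan-neuronal list (2 of 17 called, also when adjusted over the list alone) was lower at adjusted p = 0.0361, with adjusted p = 0.276 with an estimated correlation. The oxidative phosphorylation list was more enriched at P60 (2 of 76 called, or 13 when adjusted over the list alone) at adjusted p = 2.07e-07, with adjusted p = 0.239 with an estimated correlation.

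In total, enrichment was greater at P60 for 67 genes and at P12 for 105 of 15311 tested, or 115 and 65 with scaling by library size alone, which moved the median difference by 0.16. The counts were 106 and 135 without P12 replicate 1, 119 and 106 without P12 replicate 2, 151 and 69 without P12 replicate 3, 36 and 50 without P60 replicate 1, 45 and 109 without P60 replicate 2, and 22 and 42 without P60 replicate 3. Calls were lost for Sox3 without P60 replicate 1 (3.05, adjusted p = 0.262) or P60 replicate 2 (3.49, adjusted p = 0.0617). They were lost for Npy1r without P60 replicate 1 (3.18, adjusted p = 0.116), P60 replicate 2 (3.05, adjusted p = 0.097) or P60 replicate 3 (3.40, adjusted p = 0.0764), and for Rnf128 without P60 replicate 3 (3.62, adjusted p = 0.116). The same holds for Ptprn without P12 replicate 2 (0.85, adjusted p = 0.0654) or P60 replicate 3 (0.92, adjusted p = 0.157), and for Meg3 without P60 replicate 1 (-0.79, adjusted p = 0.0835) or P60 replicate 2 (-0.94, adjusted p = 0.0672). Without the replicate block Six3 (1.85, adjusted p = 0.0629) and Meg3 (-0.95, adjusted p = 0.17) were not called, and with the length correction Ank2 (-0.87, adjusted p = 0.0788), Spnb2 (-0.89, adjusted p = 0.0688), Rims1 (-0.89, adjusted p = 0.0552) and Meg3 (-0.54, adjusted p = 0.416) were not. The length correction ended the list calls of oxidative phosphorylation (adjusted p = 0.31), secretory granule (adjusted p = 0.0651), nuclear RNA (adjusted p = 0.102) and synapse genes (adjusted p = 0.52). The secretory list was not called without P12 replicate 2 (adjusted p = 0.0959) or P60 replicate 3 (adjusted p = 0.109), and the receptor list not without P12 replicate 1 (adjusted p = 0.0735), P60 replicate 1 (adjusted p = 0.0554) or P60 replicate 2 (adjusted p = 0.0693). The pan-neuronal list was not called without P12 replicate 1 (adjusted p = 0.0807), P12 replicate 3 (adjusted p = 0.359) or P60 replicate 3 (adjusted p = 0.109), without the block (adjusted p = 0.0693) or with scaling by library size alone (adjusted p = 0.238). Fry did not call the cytoskeleton (adjusted p = 0.0924), receptor (adjusted p = 0.0796), oxidative phosphorylation (adjusted p = 0.0796), nuclear RNA (adjusted p = 0.154) and pan-neuronal (adjusted p = 0.129) lists. It called the sterol synthesis list (adjusted p = 0.0345) more enriched at P12, which camera did not.

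**Figure D3:**
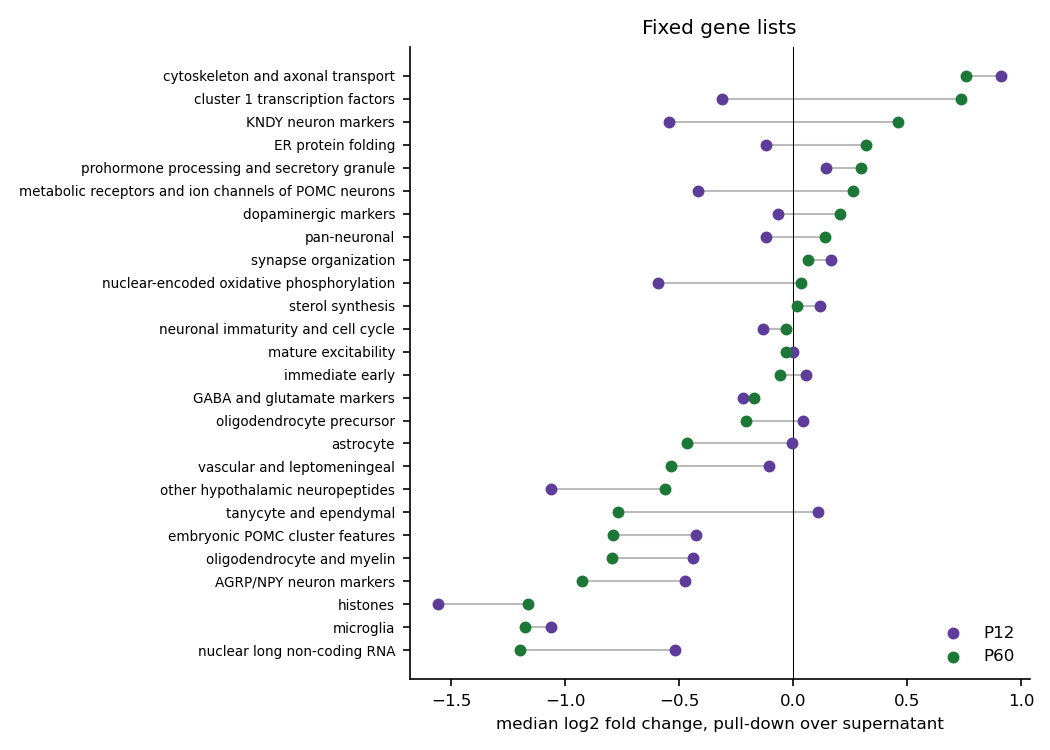
Median log2 fold change of pull-down over supernatant for each fixed gene list with at least 5 tested members, with 1 point for P12 and 1 for P60. The cluster 1 transcription factors have a median of -0.31 at P12 and 0.74 at P60.

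The fourth comparison sets the P60 pull-down against the P12 pull-down. Pomc rose by 6.27 ± 0.60 (adjusted p = 2.69e-05), Cartpt by 5.73 ± 0.33, Prdm12 by 5.55 ± 0.63, Gal by 3.48 ± 0.41 and GFP by 1.61 ± 0.26. Of 11 cluster 1 transcription factors 3 rose and 0 fell, or 5 and 0 when adjusted over the list alone, with Tbx3 at 2.57 ± 0.33 and Sox3 at 2.47 ± 0.49 (list adjusted p = 5.75e-06, adjusted p = 0.167 with an estimated correlation). Npy1r rose by 3.14 ± 0.48, Rnf128 by 3.96 ± 0.56 and Pcbd1 by 3.69 ± 0.57. The dopaminergic list was higher (2 of 6 rose, or 3 when adjusted over the list alone; adjusted p = 6.33e-05, adjusted p = 0.143 with an estimated correlation), with Slc6a3, the dopamine transporter, at 3.15 ± 0.56 and Th at 2.02 ± 0.31. Of 15 granule genes 4 rose, or 7 when adjusted over the list alone, with Ptprn at 1.51 ± 0.19 and Pcsk1n at 1.11 ± 0.19 (list adjusted p = 0.000122, adjusted p = 0.167 with an estimated correlation). Of 73 oxidative phosphorylation genes 7 rose, or 19 when adjusted over the list alone, with Ndufa6 at 1.33 ± 0.26 and Cox6b1 at 1.13 ± 0.26 (list adjusted p = 2.13e-08, adjusted p = 0.167 with an estimated correlation).

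Some genes of immature and dividing cells were lower in the P60 pull-down. Of 16 genes of neuronal immaturity and the cell cycle 8 fell and 1 rose, or 10 and 1 when adjusted over the list alone, a list lower at adjusted p = 3.74e-11 and at adjusted p = 0.0482 with an estimated correlation. Mki67, a marker of dividing cells, stood at -3.04 ± 0.54, and the growth-related Tubb2b and Dpysl3 at -1.99 ± 0.25 and -1.98 ± 0.22. Gpr17, of oligodendrocyte precursors, stood at -3.61 ± 0.37, going from 97.1 ± 9.61 to 8.91 ± 4.24 CPM (SD, n = 3), with 2 of 7 precursor genes lower, or 3 when adjusted over the list alone (list adjusted p = 4.84e-05, adjusted p = 0.16 with an estimated correlation). Fabp7 of radial glia stood at -2.94 ± 0.48, Gfap at -1.42 ± 0.22 and Tnrc18 at -3.06 ± 0.28. Of 28 synapse genes 6 fell and 1 rose, or 11 and 1 when adjusted over the list alone, with Erc2 at -1.70 ± 0.23 and Dlg2, a scaffold protein, at -1.36 ± 0.18 (list adjusted p = 9.05e-07, adjusted p = 0.0525 with an estimated correlation). Of 16 myelin genes 3 rose and 1 fell, or 4 and 1 when adjusted over the list alone (list higher at adjusted p = 0.0217, adjusted p = 0.167 with an estimated correlation), with Mal at 3.37 ± 0.79, Ermn at 2.33 ± 0.43 and Mbp at -1.01 ± 0.20. The imprinted gene Mkrn3 had 1 count in all 3 P60 pull-downs against 35 ± 12.6 CPM (SD, n = 3) at P12.

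Other lists were called between pull-downs with few members past the test. Higher at P60 were KNDY neuron genes (0 of 8 members; adjusted p = 0.0391, adjusted p = 0.334 with an estimated correlation), metabolic receptors (3 of 25; adjusted p = 0.0333 and 0.167), endoplasmic reticulum folding (1 of 16; adjusted p = 0.00476 and 0.331), mature excitability (2 of 16, with 1 lower; adjusted p = 0.00283 and 0.199) and other neuropeptides (2 of 16; adjusted p = 0.00318 and 0.169). Lower were cytoskeleton (7 of 23; adjusted p = 9.05e-07 and 0.199), nuclear RNA (3 of 10; adjusted p = 4.84e-05 and 0.188), astrocyte (3 of 14; adjusted p = 0.00703 and 0.16) and pan-neuronal genes (4 of 17, with 1 higher; adjusted p = 0.00788 and 0.16). Adjusted over the list alone, the numbers past the test were 0, 3, 1, 6 with 1 lower, and 2 for the lists higher at P60, and 10 with 1 higher, 6 with 1 higher, 3, and 5 with 1 higher for those lower. The KNDY call was lost without P12 replicate 1 (adjusted p = 0.12), P60 replicate 1 (adjusted p = 0.0581) or P60 replicate 2 (adjusted p = 0.0819), by fry (adjusted p = 0.0623) and with scaling by library size alone (adjusted p = 0.0506), which also ended the pan-neuronal call (adjusted p = 0.0611). The receptor call was lost without P12 replicate 1 (adjusted p = 0.0742), P60 replicate 1 (adjusted p = 0.0581) or P60 replicate 2 (adjusted p = 0.0599). The length correction ended the calls of cytoskeleton (adjusted p = 0.0612), folding (adjusted p = 0.0589) and other neuropeptide genes (adjusted p = 0.223).

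In total, 256 genes were higher and 422 lower at P60 among 13570 tested, or 445 and 264 with scaling by library size alone, which moved the median log2 fold change by 0.17. The counts were 103 and 215 without P60 replicate 1, 137 and 223 without P60 replicate 2, 86 and 161 without P60 replicate 3, and 203 and 263 without P12 replicate 2. Calls were lost for Sox3 (2.06, adjusted p = 0.131) and Ermn (2.17, adjusted p = 0.0516) without P60 replicate 1, for Slc6a3 (2.96, adjusted p = 0.0556) without P60 replicate 2, and for Mbp (-0.92, adjusted p = 0.0802) without P60 replicate 3. They were lost for Mal without P60 replicate 1 (3.53, adjusted p = 0.0543), P60 replicate 2 (3.55, adjusted p = 0.0619) or P60 replicate 3 (3.04, adjusted p = 0.152). The call of Cox6b1 was lost without P12 replicate 2 (1.03, adjusted p = 0.071), P60 replicate 1 (1.06, adjusted p = 0.0934), P60 replicate 2 (1.20, adjusted p = 0.0535) or P60 replicate 3 (1.16, adjusted p = 0.0838). Mal was not called by DESeq2 (3.42, adjusted p = 0.165), and the length correction ended the calls of Ndufa6 (0.61, adjusted p = 0.182), Cox6b1 (0.39, adjusted p = 0.471) and Mbp (-0.59, adjusted p = 0.112). The oxidative phosphorylation list lost its call with the length correction (adjusted p = 0.672), and the myelin list without P12 replicate 3 (adjusted p = 0.0673).

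The fifth comparison makes the same contrast in the supernatants, the background of tissue RNA. Most myelin genes rose with age: 13 of 16 rose and 2 fell, also when adjusted over the list alone, with Opalin at 4.03 ± 0.19, Ermn at 3.26 ± 0.10 and Mal at 3.0 ± 0.11 (list adjusted p = 5.77e-24, adjusted p = 0.0199 with an estimated correlation). Trf, the transferrin gene of oligodendrocytes, rose by 3.86 ± 0.10. Of 16 mature excitability genes 13 rose and 1 fell, also when adjusted over the list alone, among them the potassium channel Kcna1 (1.48 ± 0.08) and Pvalb (2.03 ± 0.12) (list adjusted p = 3.44e-10, adjusted p = 0.0199 with an estimated correlation). Dopaminergic genes rose in 5 of 6 cases, also when adjusted over the list alone, with Slc6a3 at 2.61 ± 0.12, Th at 2.05 ± 0.11 and Ddc at 1.51 ± 0.10 (list adjusted p = 2.35e-09, adjusted p = 0.0822 with an estimated correlation). Hcrt, the orexin gene, rose by 1.36 ± 0.11 and Avp, the vasopressin gene, stood at -1.43 ± 0.14.

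Most immaturity and precursor genes fell with age in the supernatant. Of 18 immaturity and cell cycle genes 15 fell and 0 rose, also when adjusted over the list alone, with Tubb2b at -2.09 ± 0.09 (list adjusted p = 5.77e-24, adjusted p = 0.017 with an estimated correlation). Of 7 precursor genes 6 fell, also when adjusted over the list alone, with Gpr17 at -2.62 ± 0.09 and Pdgfra at -1.43 ± 0.11 (list adjusted p = 3.98e-08, adjusted p = 0.026 with an estimated correlation). Of 28 synapse genes 14 fell and 2 rose, also when adjusted over the list alone, with Erc2 at -0.78 ± 0.07 and Cplx1 at 1.30 ± 0.07 (list adjusted p = 0.0043, adjusted p = 0.336 with an estimated correlation). Dnmt3a and Tet1, which write and erase DNA methylation, stood at -2.30 ± 0.07 and -2.37 ± 0.08, Traf3 at -2.14 ± 0.07 and Mkrn3 at -4.60 ± 0.19. Stmn2 stood at -1.13 ± 0.07, Snap25 at 0.87 ± 0.08 and the long non-coding RNA Neat1 at 2.88 ± 0.12. Pomc rose by 2.01 ± 0.24 and Cartpt by 1.06 ± 0.12, while GFP stood at -0.46 ± 0.12. Of 11 cluster 1 transcription factors 9 fell and 0 rose, or 9 and 1 when adjusted over the list alone, with Six3 at -0.61 ± 0.08, Isl1 at -0.61 ± 0.10 and Prdm12 at -0.49 ± 0.20 (list adjusted p = 0.0286, adjusted p = 0.336 with an estimated correlation).

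In total, 3182 genes were higher and 3168 lower in the P60 supernatant among 15251 tested. The fit over all 12 libraries, which takes its spread from the pull-downs too, called 303 and 293, and did not call Pomc (2.03, adjusted p = 0.0622), GFP (-0.46, adjusted p = 0.428), Ddc (1.52, adjusted p = 0.0579), Avp (-1.41, adjusted p = 0.323), Pdgfra (-1.42, adjusted p = 0.0723), Six3 (-0.60, adjusted p = 0.499), Isl1 (-0.60, adjusted p = 0.442) or Prdm12 (-0.47, adjusted p = 0.986). Prdm12 also lost its call without P12 replicate 2 (-0.38, adjusted p = 0.192), P12 replicate 3 (-0.53, adjusted p = 0.0551), P60 replicate 1 (-0.51, adjusted p = 0.0698) or P60 replicate 2 (-0.36, adjusted p = 0.21), and with scaling by library size alone (-0.44, adjusted p = 0.0749). The cluster 1 list was not called without P12 replicate 1 (adjusted p = 0.0537).

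**Figure D4:**
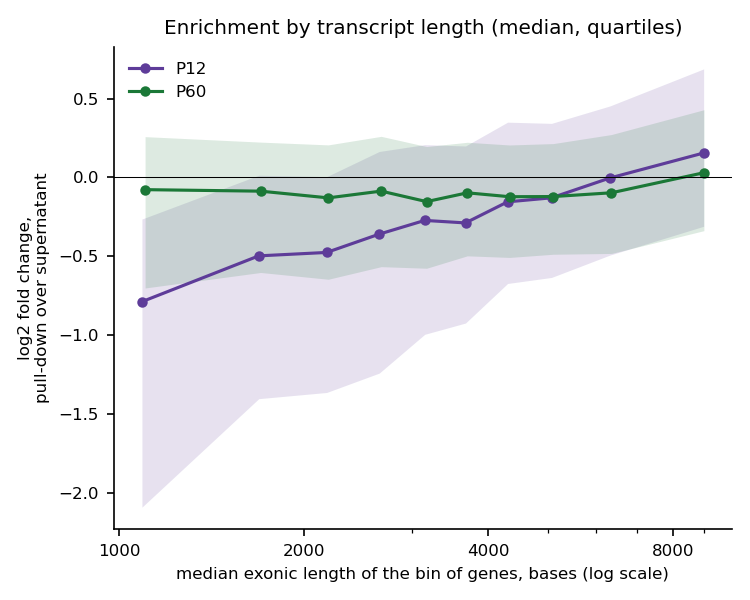
Median log2 fold change of pull-down over supernatant (line) with quartiles (band) in 10 bins of the tested genes by exonic length (log axis), at P12 and P60. At P12 the median runs from -0.79 in the bin of the shortest to 0.15 in that of the longest, and at P60 from -0.08 to 0.03.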

Values the study reported

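The study reported 1143 genes enriched in the pull-down at P12 and 1047 at P60, each at p < 0.05. Of these, 653 were found at both ages. It counted 490 genes as specific to P12 and 394 as specific to P60. The text does not say whether the p-values were adjusted for the number of genes.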

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

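The tests of depth in P12 pull-down 1, of capture specificity and of the tissue level of cluster 1 factors were chosen only after the results were seen, and the form of the length and GC corrections was settled after counts from a first form had been seen. The results here are those in which the enrichment at the 2 ages differed by a test of the difference itself.

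Enrichment was greater at P60 for 67 genes and at P12 for 105 (edgeR, adjusted p). On the log2 scale the difference was 4.80 for Pomc, 2.08 for GFP, 6.40 for Prdm12, 4.75 for Cartpt, 3.69 for Gal, 3.42 for Sox3, 2.36 for Tbx3, 1.99 for Six3, 3.19 for Npy1r, 3.18 for Cd24a, 1.56 for Vgf, 0.93 for Ptprn, 3.79 for Rnf128 and 3.44 for Pcbd1. It was -2.28 for Arid1b, -2.28 for Tnrc18, -2.06 for Bcor, -2.63 for Cdr1, -1.39 for Ank2, -1.32 for Spnb2, -1.21 for Rims1, -1.51 for Gfap, -1.33 for Mbp and -1.04 for Meg3. The calls of Sox3, Npy1r, Ptprn, Rnf128 and Meg3 are lost without single replicates, as given with the comparison. Those of Six3 (adjusted p = 0.0629) and Meg3 (adjusted p = 0.17) are lost without the block, and those of Ank2 (adjusted p = 0.0788), Spnb2 (adjusted p = 0.0688), Rims1 (adjusted p = 0.0552) and Meg3 (adjusted p = 0.416) with the length correction. By list, the difference had adjusted p = 2.21e-07 for cluster 1 transcription factors, 0.0283 for metabolic receptors, 0.0261 for secretory granule genes and 2.07e-07 for oxidative phosphorylation, all more enriched at P60. It had adjusted p = 1.65e-05 for astrocyte, 0.00102 for myelin, 2.45e-08 for cytoskeleton, 0.00124 for nuclear long non-coding RNA, 0.0361 for pan-neuronal and 0.000193 for synapse genes, all more enriched at P12. None of these 10 list calls held with an estimated correlation, where the lowest adjusted p was 0.149. That form raised p-values even where the estimate was below the preset, as for synapse (-0.019) and myelin genes (-0.016). The losses of those lists thus need not come from correlation between genes. For the other called lists the estimate lay above the preset, as for cytoskeleton genes (0.34) and cluster 1 factors (0.28). There correlation between genes stays open as the source of the loss. The length correction ended those of oxidative phosphorylation (adjusted p = 0.31), secretory granule (adjusted p = 0.0651), nuclear RNA (adjusted p = 0.102) and synapse genes (adjusted p = 0.52), and single replicates ended those of receptor, secretory granule and pan-neuronal genes.

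Pomc, GFP and some other transcripts of POMC neurons were more enriched at P60 than at P12. For Pomc the shallow P12 pull-down 1 alone cannot account for this, because without P12 replicate 1 the Pomc difference was still 4.23 (SE 0.30). The bound for that test was set for Pomc alone. Without P12 replicate 1 the receptor list lost its call (adjusted p = 0.0735), while the cluster 1 and secretory lists kept theirs. A lower tissue level at P12 is argued against for the 11 cluster 1 transcription factors as a fixed list, since their median difference between ages in the supernatant was -0.49 (quartiles -0.64 and -0.30), with 9 lower at P60, though Tbx3 stood at 0.29, the list call was lost without P12 replicate 1 (adjusted p = 0.0537) and with an estimated correlation (adjusted p = 0.336), and the fit over all 12 libraries did not call Six3 (adjusted p = 0.499), Isl1 (adjusted p = 0.442) or Prdm12 (adjusted p = 0.986). The supernatant is RNA of the remaining tissue and does not give the level within POMC neurons. Its fall with age is also part of the difference of enrichment, whose list median was 0.90 against 0.74 between pull-downs. A falling background in the tissue may thus add to the greater enrichment of these factors at P60. A lower tissue level stays open for Pomc, which rose by 2.01 in the supernatant and by more in the pull-down. GFP stood at -0.46 in the supernatant, a difference the fit over all 12 libraries did not call (adjusted p = 0.428). A lower tissue level also stays open for the 67 genes. Their supernatant difference of -2.51% of that in the pull-down decides nothing, because genes chosen by the gap between the fractions lean to a small share. A less specific capture at P12 may contribute, since GFP was also less enriched at P12; that 89.5% of the listed POMC neuron genes called higher at P60 had a positive difference (17 of 19) decides nothing, because genes called at P60 lean that way whatever the capture. It cannot be told apart from biology here, because no library without Cre was used and age and tamoxifen schedule go together. By the paper's methods the last tamoxifen dose fell fewer days before P12 than before P60. The time for labelling thus differed between the ages too. That difference, a different mix of sexes, fewer or other labelled cells at P12, or a true change in ribosome-bound transcripts with age, also stay open.

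Many genes were higher in the P12 pull-down, and they were long, with a median exonic length of 5980 bases against 3406 for all tested genes. GC content is argued against as the whole cause, since 96.7% of these genes were called higher after a GC correction. Transcript length may contribute, because it correlated with the fold change across genes (Spearman's rho 0.31, and 0.158 to 0.284 in single pairs, with genes not independent replicates) and 58.7% of the genes were called higher after a length correction. That share lies between the bounds set for either verdict, so a technical length effect and truly long ribosome-bound transcripts cannot be told apart with these tables.

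Many genes were also higher in the P60 pull-down, with a median exonic length of 4810 bases against 3434 for all tested genes. The genes lower there were long too, with a median of 4652 bases. Length as the whole cause is argued against, since rho was 0.0736 and 88.5% of the genes were called higher after the length correction, and so is GC content, with 88.3% after its correction. Unspecific binding to beads stays open at both ages, since no control for it was used here, as does the biology of these cells.

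With 3 libraries against 3, or 3 pairs against 3 for the difference of enrichment, there are 10 splits, too few for a share under 0.05. In each comparison 1 of the 10 splits, the real one, gave as many genes: 933 higher at P12, 1027 higher at P60, 172 for the difference of enrichment, 678 between pull-downs and 6350 between supernatants, against a highest other split of 0 in each. Every other split mixes the real groups, which widens the spread. At P12 and P60 most of the other splits also parted only 1 of the 3 pairs. Their counts of 0 therefore decide nothing.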

How the results depend on the processing

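The corrections for transcript length and GC content were chosen after seeing the data; the other alternatives were set before the data were examined. The causes of the changes below were not tested, except that a 2-fold minimum can only remove calls, an unadjusted p can only add them, and leaving out a library removes samples. Counts are given as higher and lower. With scaling by library size alone they were 534 and 1390 at P12, 614 and 1790 at P60, 115 and 65 for the difference of enrichment, and 445 and 264 between pull-downs, with 355 genes higher at both ages and 4 lists called at P12. DESeq2 with adjusted p called 567 lower at P12, 223 and 226 for the difference, and 507 and 678 between pull-downs. With no filter on low counts the difference had 161 and 202 genes and the pull-downs 445 and 653. The fit over all 12 libraries gave 657 lower at P12, 610 and 242 at P60, 1292 and 1469 between pull-downs, and 303 and 293 between supernatants. Unadjusted p of edgeR gave 1503 and 1213 at P12, 1713 and 1639 at P60, 800 and 835 for the difference, 1094 and 1275 between pull-downs and 912 at both ages. Unadjusted p of DESeq2 gave 1665 and 1757, 1701 and 1907, 1176 and 1020, 1216 and 1432, and 921 in the same order. A 2-fold minimum left 516 and 76 at P12, 342 and 207 at P60, 585 and 516 between supernatants and 217 at both ages. The length correction gave 695 lower at P12, 43 lower for the difference and 249 lower between pull-downs, with 4 lists called at P12. With it the P12 oxidative phosphorylation list turned from lower to higher (adjusted p = 0.000479), and Cartpt at P12, which was not called, turned to 0.33.

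Without the replicate block 472 genes were lower at P12, against 289 with it. Without the block the other counts stayed within 1.5 times, 944 higher at P12, 895 and 486 at P60, and 61 and 89 for the difference, and of the genes named it ended the calls given in the report. The labels give no ground for a block between ages, which are different mice. With a block the counts were 252 and 386 between pull-downs and 3295 and 3279 between supernatants, and of the genes named it ended the call of Pax7 alone. Across ages, no same-numbered libraries correlated above 0.1. Each of 6 libraries correlated best with its own number between P12 supernatants and P60 pull-downs, and 5 of 6 did between supernatants. Only 2 of 6 did between pull-downs, and 0 of 6 between P12 pull-downs and P60 supernatants. Rn45s rose with the number in all 4 groups. These are mixed hints of a shared batch from the data and not the design.

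Leaving out each replicate gave 563 to 1154 higher and 275 to 683 lower at P60, 22 to 151 and 42 to 135 for the difference, 86 to 353 and 161 to 463 between pull-downs, 386 to 666 higher at both ages, and -0.71 to 0.14 for Cartpt at P12. With an estimated correlation 0 lists were called at P12, 0 at P60, 0 for the difference, 1 between pull-downs and 4 between supernatants; by camera's preset value there were 7, 9, 10, 17 and 7. Fry called 6 lists for the difference and 12 between supernatants. Of the named genes called in the main tests, 7 of 36 at P12, 11 of 42 at P60, 9 of 24 for the difference, 8 of 29 between pull-downs and 8 of 29 between supernatants lost their call in at least 1 alternative at an adjusted p.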

Other observations

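The lists of several groups of cells the dissection could hold were not called in pull-down over supernatant at either age. Of 6 AGRP/NPY neuron genes 0 passed the edgeR test at P12 and 1 fell at P60, also when adjusted over the list alone (list adjusted p = 0.916 and 0.235). Npy, the neuropeptide Y gene, stood at -0.58 ± 0.52 at P12 (adjusted p = 0.621) and -0.57 ± 0.34 at P60 (adjusted p = 0.331), and Agrp, the agouti-related peptide gene, at -0.37 ± 1.35 and -1.05 ± 0.93 (adjusted p = 0.913 and 0.555). Of 8 KNDY neuron genes 0 passed at P12, and 2 rose and 2 fell at P60, or 3 and 2 when adjusted over the list alone (list adjusted p = 0.671 and 0.363). GABA and glutamate genes had 1 of 8 higher at P12, and 2 higher and 1 lower at P60, or 1 higher and 1 lower at P12 and 2 and 2 at P60 when adjusted over the list alone (list adjusted p = 0.916 and 0.739). Of 13 microglial genes 0 passed at either age, also when adjusted over the list alone (list adjusted p = 0.8 and 0.113). Vascular and leptomeningeal genes had 1 higher and 1 lower at each age, also when adjusted over the list alone (list adjusted p = 0.945 and 0.389), and tanycyte and ependymal genes 1 of 10 higher at each age, or 2 at P12 and 1 at P60 when adjusted over the list alone (list adjusted p = 0.668 and 0.766).

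Of 16 endoplasmic reticulum folding genes 1 rose at P12 and 2 at P60, or 1 and 4 when adjusted over the list alone (list adjusted p = 0.916 and 0.115). Sterol synthesis genes had 1 of 17 higher at P12, and 1 higher and 2 lower at P60, or 1 higher at P12 and 2 and 3 at P60 when adjusted over the list alone (list adjusted p = 0.289 and 0.88 by camera, 0.00999 and 0.492 by fry). Immediate early genes, which respond to activity, had 0 of 17 called at P12 and 2 higher at P60, also when adjusted over the list alone (list adjusted p = 0.916 and 0.358). The blood list had 2 tested members and the pituitary list 3 at P12 and 2 at P60, too few for a list test. Mitochondrially encoded and cytosolic ribosomal protein lists had 0 members here.

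Pax7, a factor on the pituitary list, had 0 counts in the P12 pull-downs and 277 in the P60 pull-downs, 9 of them in replicate 3, and was called higher at P60 between pull-downs (adjusted p = 0.0366). The call was lost with a block (adjusted p = 0.094) and without P12 replicate 2 (adjusted p = 0.0889), P12 replicate 3 (adjusted p = 0.0664), P60 replicate 1 (adjusted p = 0.183), P60 replicate 2 (adjusted p = 0.152) or P60 replicate 3 (adjusted p = 0.0772). It rose in the supernatant too, by 1.56 ± 0.30 (adjusted p = 0.000106), and at P60 pull-down over supernatant was 0.37 ± 0.83 (adjusted p = 0.847). Prl, a hormone gene of the pituitary, had 178 counts in the P12 pull-downs, all from P12 pull-down 2, and 2 in the P12 supernatants. Gh had 27 counts and Tbx19, which the paper calls pituitary-specific, had 30 in the P12 pull-downs, all from P12 pull-down 2. Gh had 1 count in the P12 supernatants. At P60 Gh had 45 counts in the pull-downs, 38 in replicate 2 and 7 in replicate 3, and 17 in the supernatants. Tbx19 had 45, 28 and 20 counts in P12 supernatants 1 to 3. At P60 it had 24, 7 and 24 in pull-downs 1 to 3 and 4, 12 and 6 in the supernatants. Whether pituitary tissue was carried over was not tested here. Rn45s, the ribosomal RNA precursor, rose with the replicate number in all 4 groups. Replicates 1, 2 and 3 stood at 18360, 49500 and 50730 CPM in the P12 pull-downs and at 17690, 33640 and 67080 CPM in the P12 supernatants. At P60 they stood at 16770, 40600 and 55690 CPM in the pull-downs and at 15480, 36380 and 49860 CPM in the supernatants. Whether the number marks a batch shared by the ages is not given in the sources used here.

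The labels used here do not give the sex of the mice, and sex-linked genes moved with age in the supernatants. Xist, expressed in females, stood at -1.32 ± 0.19 (adjusted p = 1.7e-06), and of the Y-linked genes Ddx3y stood at 1.29 (adjusted p = 2.11e-11), Uty at 0.79 ± 0.17 (adjusted p = 0.000302), Kdm5d at 0.47 ± 0.13 (adjusted p = 0.00568) and Eif2s3y at 0.67 ± 0.21 (adjusted p = 0.0111). The fit over all 12 libraries called Ddx3y but not Xist (adjusted p = 0.712), Uty (adjusted p = 0.712), Kdm5d (adjusted p = 0.996) or Eif2s3y (adjusted p = 1.0). Kdm5d was not called without P12 replicate 2 (adjusted p = 0.0509) or P60 replicate 2 (adjusted p = 0.0657), and Eif2s3y not without P12 replicate 3 (adjusted p = 0.0681) or P60 replicate 2 (adjusted p = 0.104). Between pull-downs none of the 5 genes passed the edgeR test, and Ddx3y (0.88, adjusted p = 0.0985) did in the fit over all 12 libraries (adjusted p = 0.0158). Xist stood at 29.5 CPM in P60 pull-down 3 and at 1.60 and 1.70 CPM in P60 pull-downs 1 and 2. Without P60 pull-down 3 its difference between pull-downs went from -0.23 to -3.0 (adjusted p = 0.242). The same-numbered P60 supernatant 3 stood at 3.66 CPM, so Xist does not speak for that pair.

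At an unadjusted p, DESeq2 called 1701 genes higher in the P60 pull-down, 739 at P12 alone and 774 at P60 alone. Those are higher than the values quoted from the study above. With adjusted p, DESeq2 called 1134 genes higher at P12, 1064 at P60 and 659 at both ages, with 473 at P12 alone and 403 at P60 alone.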
